A study of Mus musculus with 5 samples. Its data were reported in "USP15 Deubiquitinase Safeguards Hematopoiesis and Genome Integrity in Hematopoietic Stem Cells and Leukemia Cells" (2020).

How the data were processed

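Per the labels and the study, LSK cells were sorted from bone marrow of WT and Usp15 KO littermates, total RNA was extracted, and libraries made by the TruSeq protocol were sequenced on an Illumina HiSeq instrument. Whether poly(A) RNA was selected is not given in the sources used here. The authors deposited 1 table with counts per gene for the 5 libraries. Per the labels, reads were aligned with TopHat2 2.1.0 to mm10, and the notes also name HTSeq, edgeR and limma; the study's methods name Ensembl annotation and another counting tool. The same table holds the authors' deposited log2 fold change (WT over KO) and adjusted p-value per gene, which were used only to say how many genes passed there. A further 5 columns of per-sample log values were not used here.

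Libraries were grouped by genotype as the labels give it, 3 WT and 2 Usp15 KO, each from its own mouse. Total counts ran from 19957696 to 52723107, so that 3 counts, the limit a count of 0 allows, correspond to 0.0569 to 0.150 CPM. The libraries of each pair differed by far more than sampling noise (chi-square per degree of freedom of 22.6 or more), so none was counted as a copy of another.

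The main test was edgeR 4.0.16 in R 4.3.3, a quasi-likelihood F test of genotype with TMM factors, genes kept by filterByExpr with a minimum count of 10, and Benjamini-Hochberg adjustment with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. Gene lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over the 36 lists, and again with an estimated correlation and with fry. Similarity used log2 CPM with a prior count of 2 and all 10 splits of the libraries. The Usp15 ratio has an exact conditional (Clopper-Pearson) 95% interval. Usp15 guide targets, gene lengths and GC content came from GENCODE M21 transcripts on GRCm38, the build mm10 names.

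The genes named were fixed by rule before the data were examined: Usp15, all genes past the threshold, the 10 of smallest p in each direction given as values that did not pass, up to 4 members of smallest p per list described, and 15 genes chosen for the study's question. Some genes this rule names are not reported here. Alternatives fixed in advance were DESeq2 size factors, library totals alone, no filter, a filter of 1 CPM in 2 libraries, the replicate number as a block, each library left out, DESeq2 1.42.0, limma-voom, robust edgeR, other thresholds and other list tests. A covariate for Xist-high libraries, protein-coding genes alone and counts thinned to the smallest total were added after seeing the data.

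The test was tried on simulated data with the real means, library sizes and dispersions, in 5 runs with 200 changed genes each. Over all runs it recovered 33 of 248 genes changed 1.5-fold, 145 of 244 changed 2-fold, 203 of 246 changed 4-fold and 235 of 248 changed 8-fold. Of 670 calls 54 were false, or 8.06%, above the nominal 5%, with 5.26% to 12.9% in single runs. DESeq2 made 172 false calls among 873, or 19.7%. Both shares depend on how many genes change, so they need not hold for the real data. A simulated list shifted by 0.5 on the log2 scale was called by camera, by camera with an estimated correlation and by fry, and none of 20 unshifted lists was. Simulated genes were independent of each other, which real genes are not.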

Results

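RNA from LSK cells of 3 WT and 2 Usp15 KO mice, all 8 weeks old, was compared. LSK cells are the lineage-negative, Sca1-positive, c-Kit-positive fraction of mouse bone marrow, which holds hematopoietic stem cells and early progenitors, and USP15 is a deubiquitinase, an enzyme that removes ubiquitin from proteins. Each mouse gave 1 library, sorted from freshly isolated bone marrow. The WT libraries held 31646933, 43468936 and 47750592 counts and the Usp15 KO libraries 52723107 and 19957696, so that the deepest and the shallowest library were both Usp15 KO. Of the 21218 genes listed, 14711 had enough counts to be tested. All values per gene are CPM, counts scaled to a common library total, after TMM scaling, and fold changes are Usp15 KO over WT.

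Usp15 transcripts were nearly lost from the KO libraries. The gene (ENSMUSG00000020124) had 4518, 6517 and 6743 counts in the WT libraries, or 145 ± 5.16 CPM (SD, n = 3), against 2 and 1 counts in the KO libraries. Over the pooled counts, the KO level was 0.0285% of the WT level, with an exact 95% interval of 0.00588% to 0.0834% that covers counting error only. Usp15 was past the threshold in edgeR's quasi-likelihood test (adjusted p = 3.5e-07), and stayed past it under every alternative run, with log2 fold changes of -12.17 to -11.29.

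The KO allele was made with 2 guides, and both targets were located on chromosome 10 of GRCm38. The 5′ target with its PAM, TCTTCTTCCACTAGCCGTAGCGG, lies at 123196915 to 123196937 in exon 1 of the transcripts Usp15-201 and Usp15-211, with 22 bases in the 5′ UTR and 1 in the coding sequence. The 3′ target, GTCACTTGATACGATAGCGCCGG, lies at 123105120 to 123105142 in the 3′ UTR, in exon 22 of the 22 exons of Usp15-211. Cutting 3 bases from each PAM leaves an interval of 91795 bp, from 123105137 to 123196931. The Usp15 model of the deposited table, 123113244 to 123196935, lies almost wholly inside this interval. Mon2, the nearest tested gene at 28.6 kb, had 133 ± 10.4 CPM in WT and 145 ± 10.8 CPM in KO libraries (SD, n = 3 and 2), and Ppm1h, at 159 kb, had 73.1 ± 4.14 and 63.1 ± 3.80 CPM. Neither passed the edgeR test (adjusted p = 0.44 and 0.22).

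**Figure D1:**
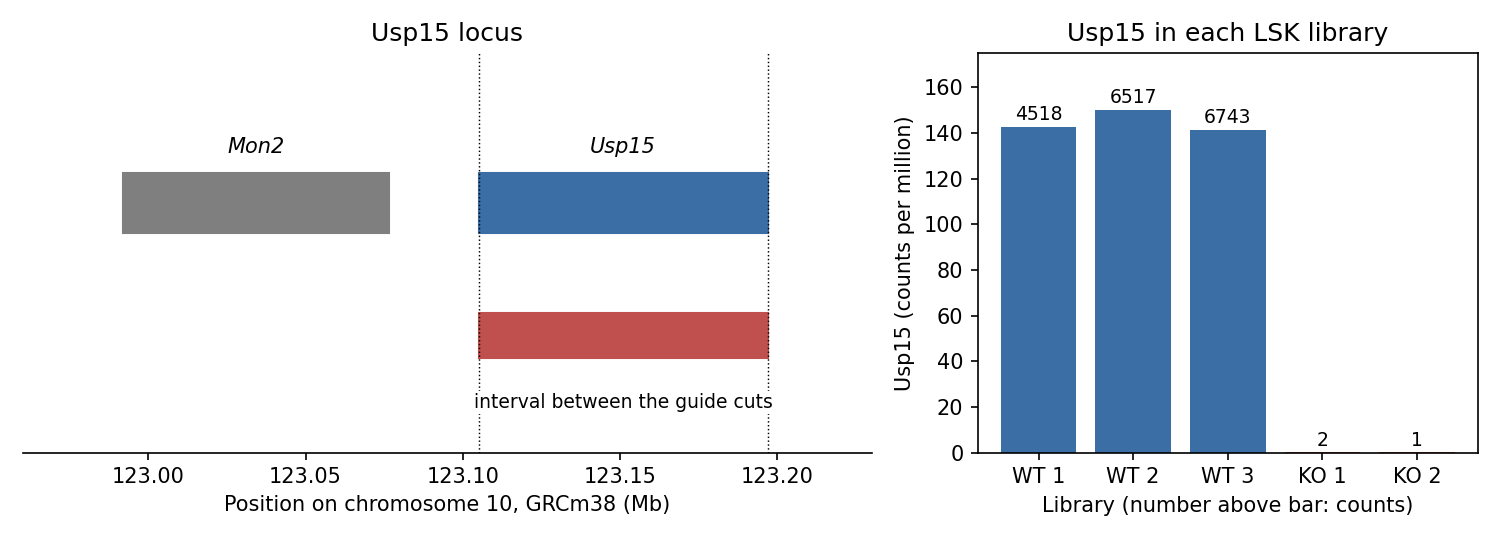
Left, positions of Mon2, Usp15 and the interval between the guide cuts on chromosome 10 (GRCm38, Mb). Right, Usp15 in CPM of the library total, 1 bar per library, with the counts above each bar: 4518, 6517 and 6743 in WT, 2 and 1 in KO.

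The comparison of KO with WT asks how far loss of Usp15 alters the transcriptome of these cells. By a gene list test with a preset correlation, mitotic, S phase, lymphoid-primed, type I interferon and oxidative stress genes were lower in KO. Erythroid, macrophage, mast cell, immediate early, replication histone and mitochondrial transcripts were higher. None of these calls held when the correlation between genes was estimated from the data. Among single genes, Usp15 was the only gene past an adjusted p of 0.05 in edgeR's quasi-likelihood test. Over all genes tested the median absolute log2 fold change was 0.25, a value that includes the spread between mice. By the same test 4060 genes (2156 higher and 1904 lower in KO) had an unadjusted p under 0.05. Of the protein-coding genes at that p, 1839 were higher and 1863 lower. A split that set WT replicates 1 and 2 against the other libraries gave 3201 genes at that p. At an adjusted p under 0.1 the genotype test gave 1466 genes. Of the 4060, 651 differed at least 2-fold, 588 of them higher and 63 lower in KO. In 7165 of the tested genes, or 48.7%, the KO libraries lay entirely above or entirely below the WT libraries, where chance gives 20% on average. Because genes vary together, a single split can lie far from this average, and the share was not computed for the other splits. The count of 1 differed between settings: DESeq2, with 19.7% false calls on simulated data, called 2124 genes, edgeR with no filter on low counts 1425, and limma-voom 3. The 19.7% comes from runs with 200 changed genes each and need not hold for the 2124 genes. With WT replicate 1, 2 or 3 left out edgeR called 5, 3 and 1086 genes, and with KO replicate 1 or 2 left out 2 and 3. In the authors' deposited table, 4 genes had an adjusted p under 0.05, namely Usp15, Gm26917, Yam1 and Erdr1. Gm26917 and Yam1 lie side by side on chromosome 17 (39845074 to 39846245 and 39846958 to 39848788), so they may not be separate signals.

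Among the 10 genes of smallest p that were higher in KO, Erdr1 had 225 ± 12.9 CPM in WT and 416 ± 3.94 CPM in KO libraries (log2 fold change 0.89, SE 0.09, adjusted p = 0.082 by edgeR). Yam1 had 1506 ± 80.5 and 3160 ± 212 CPM. It lies on chromosome 17 (39846958 to 39848788), where mm10 holds a copy of the ribosomal RNA precursor, so that reads of rRNA can be counted to it. The predicted gene model Gm26917 lies beside Yam1, so the same may hold there. Plag1, a zinc finger transcription factor, had 11.9 ± 1.36 and 25.8 ± 1.51 CPM, and Kel, the Kell blood group glycoprotein of red cells, 5.56 ± 0.908 and 14.0 ± 0.182 CPM. Flt3l, the ligand of the receptor FLT3, had 10.9 ± 1.97 and 23.98 ± 0.907 CPM, and Gzmb, granzyme B of cytotoxic lymphocytes and mast cells, 0.582 ± 0.0605 and 2.56 ± 0.440 CPM. The others were Ppp1r9a, Npr2, Pkd2 and 1 predicted gene model, and apart from that model (adjusted p = 0.059) none had an adjusted p under 0.08.

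Among the 10 of smallest p that were lower in KO, H2afx, the histone variant phosphorylated at DNA breaks, had 190 ± 4.22 CPM in WT and 124 ± 10.8 CPM in KO libraries (log2 fold change -0.62, SE 0.09, adjusted p = 0.085 by edgeR). Csgalnact1, an enzyme of chondroitin sulfate synthesis, had 51.2 ± 2.52 and 30.3 ± 0.0251 CPM. Cnp had 98.1 ± 6.41 and 59.8 ± 0.135 CPM, Hmgn5, a nucleosome-binding protein, 78.4 ± 1.63 and 51.3 ± 3.00 CPM, and Selplg, the P-selectin ligand of blood cells, 286 ± 32.9 and 177 ± 0.832 CPM. Ighv5-9-1, an immunoglobulin variable segment whose reads other segments of its family can share, had 18.1 ± 5.98 and 3.74 ± 0.0272 CPM. The others were Myof, Tmem229b and 2 predicted gene models, and none passed the threshold.

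Of 36 gene lists fixed before the data were examined, 5 were lower and 6 higher in KO by camera with its preset correlation of 0.01. With a correlation estimated from the data none was past the threshold (smallest adjusted p = 0.86). None passed fry for movement one way (smallest adjusted p = 0.11). By fry for change in either direction 3 passed (adjusted p = 0.049 each): DNA damage signalling, interferon gamma and T and NK cells. Other lists lay just above by the same fry test, from mast cells and basophils (adjusted p = 0.054) to erythroid and mitochondrial genes (adjusted p = 0.060 each). Fry does not compare a list with other genes, and 27.6% of all genes tested had an unadjusted p under 0.05. The 3 lists are therefore not marked off from the others. The calls below are those of the preset test, and no list member passed over all genes tested. A gene past the threshold adjusted over the list alone was found in 18 of the 36 lists, so such a gene does not mark a list. Usp15 itself is in none of the lists.

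The mitotic genes of the G2/M list were lower in KO. Of 30 tested members 29 were lower, and 13 passed when adjusted over the list alone (median log2 fold change -0.35, camera adjusted p = 1.4e-07, adjusted p = 0.95 with an estimated correlation). Top2a, the topoisomerase that untangles chromosomes, had 893 ± 93.8 CPM in WT and 606 ± 64.2 CPM in KO libraries, and Ube2c, a ubiquitin-conjugating enzyme of mitotic exit, 70.4 ± 11.7 and 41.3 ± 5.48 CPM. Of the S phase list, 25 of 30 members were lower and 2 passed adjusted over the list alone (median -0.24, camera adjusted p = 0.0013, adjusted p = 0.97 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, had 122 ± 8.31 and 88.4 ± 0.206 CPM, and Pola1, the catalytic subunit of DNA polymerase alpha, 187 ± 22.4 and 131 ± 0.814 CPM, while Prim1, a primase subunit, went the other way (log2 fold change 0.49, SE 0.14, adjusted p = 0.096 over all genes by edgeR). The library means of the S phase list overlapped between genotypes, and its call was lost without WT replicate 1 (camera adjusted p = 0.058).

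Lymphoid-primed progenitor genes were lower in KO and erythroid genes higher. Of 20 lymphoid-primed genes 18 were lower, 6 past the threshold adjusted over the list alone (median -0.39, camera adjusted p = 6.2e-05, adjusted p = 0.86 with an estimated correlation). Dntt, the terminal transferase of lymphoid precursors, had 936 ± 52.6 CPM in WT and 568 ± 133 CPM in KO libraries, and Rag2, of the recombinase that assembles antigen receptor genes, 18.8 ± 3.55 and 9.86 ± 2.56 CPM. Of 20 erythroid genes 19 were higher, 12 past the threshold adjusted over the list alone (median 0.84, camera adjusted p = 3.3e-06, adjusted p = 0.86 with an estimated correlation). Rhd, a Rh blood group protein of red cells, had 5.37 ± 1.19 and 10.1 ± 0.505 CPM, Ank1, the red cell ankyrin, 14.7 ± 4.34 and 28.3 ± 2.97 CPM, and Tfrc, the transferrin receptor, 111 ± 18.9 and 170 ± 26.5 CPM. The most abundant members, named after their values were seen, differed little. Car2 had 480 ± 93.9 and 523 ± 16.6 CPM, Zfpm1 161 ± 2.79 and 162 ± 18.3 CPM, and Tal1, the 1 lower gene, 171 ± 10.4 and 161 ± 4.77 CPM.

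Macrophage and dendritic cell genes were also higher in KO, 13 of 16, with 6 past the threshold adjusted over the list alone (median 0.61, camera adjusted p = 0.0018, adjusted p = 0.86 with an estimated correlation). H2-Aa and H2-Ab1 are the chains of a class II antigen-presenting molecule. They had 37.0 ± 6.89 and 57.2 ± 8.12 CPM in WT against 82.2 ± 26.8 and 118 ± 38.9 CPM in KO libraries. Other members, named after their values were seen, hardly differed though counted as higher. Lyz2 had 116 ± 15.4 CPM in WT and 120 ± 27.3 CPM in KO libraries, and Cd68 21.1 ± 0.985 and 21.2 ± 3.67 CPM. The 3 lower members were Cd209a, Itgax and Siglech (log2 fold changes -0.83, -0.11 and -0.02). Mast cell and basophil genes were higher in 7 of 8 tested cases, 1 of them, Gzmb, past the threshold adjusted over the list alone (median 0.83, camera adjusted p = 0.039, adjusted p = 0.86 with an estimated correlation), a call that was lost without WT replicate 1, WT replicate 3 or KO replicate 2 (camera adjusted p up to 0.17).

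The stem cell list did not move as a group. Of its 30 genes 16 were higher and 14 lower in KO (median 0.04, camera adjusted p = 0.84), and 1, Robo4, an endothelial and stem cell receptor, passed adjusted over the list alone, with 64.8 ± 5.60 CPM in WT and 101 ± 13.5 CPM in KO libraries. Of the markers of the sort, Kit had 745 ± 37.2 and 769 ± 13.9 CPM, and Ly6a, which encodes Sca1, 94.3 ± 23.1 and 56.0 ± 3.87 CPM (log2 fold change -0.75, SE 0.19, adjusted p = 0.089 over all genes by edgeR). Ly6a was the 1 of 10 tested sort markers past the threshold adjusted over the list alone, and the list was not called (median -0.18, camera adjusted p = 0.12).

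Type I interferon genes were lower in KO in 26 of 32 cases, none past the threshold adjusted over the list alone (median -0.34, camera adjusted p = 6.5e-05, adjusted p = 0.95 with an estimated correlation). Oas3, an antiviral oligoadenylate synthetase, had 91.9 ± 24.7 CPM in WT and 49.8 ± 8.01 CPM in KO libraries. Of the NRF2 oxidative stress list 19 of 25 were lower, again none past the threshold adjusted over the list alone (median -0.19, camera adjusted p = 0.027, adjusted p = 0.95 with an estimated correlation), and the call was lost without WT replicate 1 (camera adjusted p = 0.22). Catalase, encoded by Cat, had 177 ± 16.0 and 135 ± 4.80 CPM. Immediate early and sorting stress genes were higher in 22 of 27 cases, 2 past the threshold adjusted over the list alone (median 0.40, camera adjusted p = 0.015, adjusted p = 0.97 with an estimated correlation), a call lost without WT replicate 1, WT replicate 2 or KO replicate 2 (camera adjusted p up to 0.82). Maff, a small MAF transcription factor, had 21.8 ± 7.44 and 57.9 ± 0.0972 CPM, and Myc, lower against the list's direction, 478 ± 44.0 and 324 ± 28.8 CPM.

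All 14 tested mitochondrial transcripts were higher in KO, 8 past the threshold adjusted over the list alone (median 0.97, camera adjusted p = 2.7e-06, adjusted p = 0.86 with an estimated correlation). Of the 14, mt-Nd3, mt-Co2, mt-Atp6 and mt-Co3 were near the floor, with WT means of 0.230, 0.589, 0.476 and 0.211 CPM. Their direction adds little, and none of them was among the 8. The mitochondrial share of counts was 0.777%, 0.596% and 1.001% in the WT and 1.715% and 1.696% in the KO libraries, and mt-Nd1, a complex I subunit, had 884 ± 203 and 2086 ± 50.2 CPM. Replication-dependent histone transcripts, which lack a poly(A) tail, were higher in 16 of 19 cases, none past the threshold adjusted over the list alone (median 0.90, camera adjusted p = 0.0017, adjusted p = 0.95 with an estimated correlation). Most were rare, with Hist1h4c at 0.268 ± 0.199 and 1.06 ± 0.205 CPM, and near-identical copies can share reads. The most abundant members, named after their values were seen, were Hist1h1c with 72.1 ± 18.01 and 64.6 ± 23.3 CPM and Hist1h2bc with 15.6 ± 2.97 and 13.6 ± 1.22 CPM, neither of them higher in KO.

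**Figure D2:**
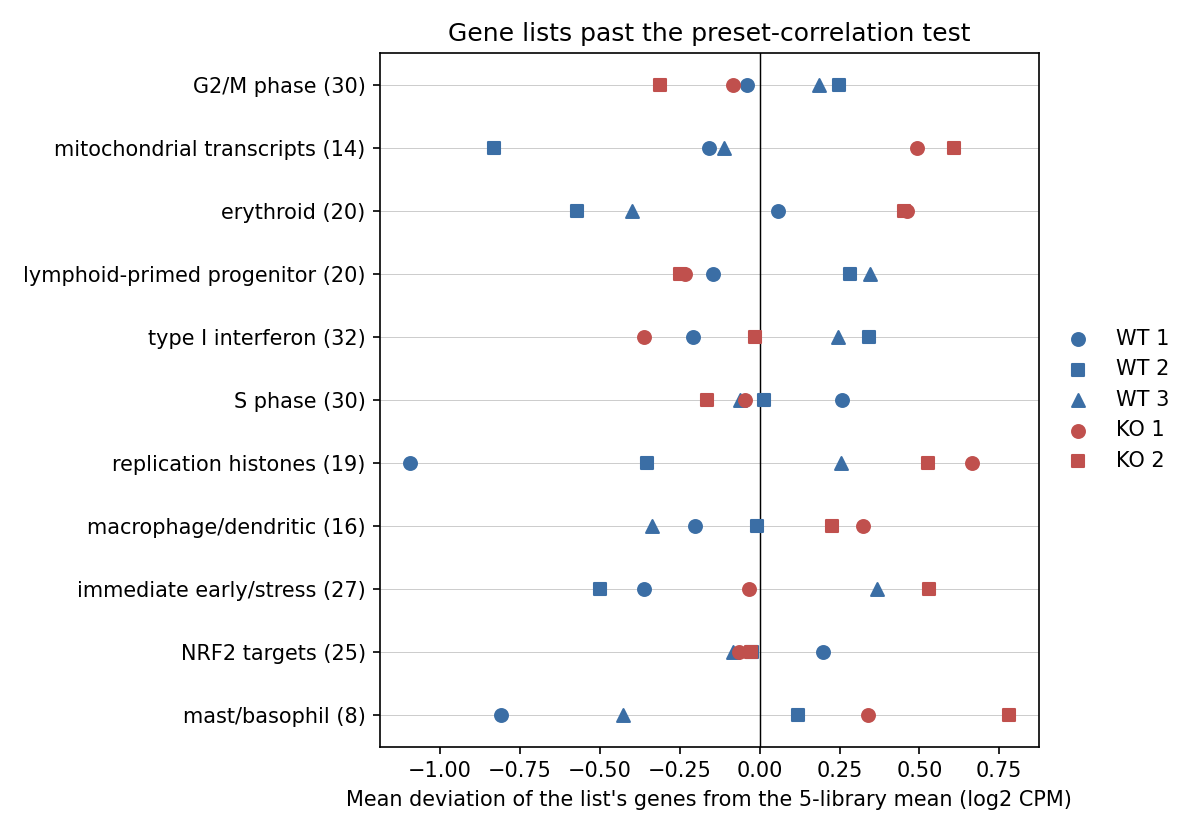
Mean deviation of each called list's tested genes from the 5-library mean (log2 CPM, horizontal axis) for each WT (blue) and KO (red) library, with the number of genes in brackets. Both KO libraries lie outside the 3 WT libraries for the G2/M, mitochondrial, erythroid, lymphoid-primed, replication histone, macrophage and mast cell lists. They overlap with the WT libraries for the type I interferon, S phase, immediate early and NRF2 lists. The gap is narrow between WT replicate 1 and KO replicate 1 for the G2/M (-0.041 and -0.082) and lymphoid-primed lists (-0.147 and -0.233).

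DNA repair and deubiquitinase genes, the processes closest to the function of USP15, were not called as groups. Of 33 homologous recombination and Fanconi genes 22 were lower in KO (median -0.09, camera adjusted p = 0.20) with none past the threshold adjusted over the list alone. Of 31 DNA damage signalling genes 19 were lower and 1, H2afx, passed adjusted over the list alone (median -0.06, camera adjusted p = 0.27). Of 75 tested deubiquitinases 36 were higher and 39 lower, none past the threshold (median -0.01, camera adjusted p = 0.97). Usp4 and Usp11, the closest paralogs of Usp15, had 157 ± 6.43 and 155 ± 25.7 CPM in WT and 140 ± 15.5 and 152 ± 7.41 CPM in KO libraries. Of 17 USP15 partners 12 were lower (median -0.15, camera adjusted p = 0.32), among them Taf15 with 219 ± 9.66 and 182 ± 4.38 CPM, Chmp4b with 136 ± 8.99 and 120 ± 6.53 CPM and Mcm5 with 407 ± 54.4 and 318 ± 10.9 CPM. Mdm2 had 83.7 ± 9.37 and 106 ± 2.20 CPM, and the p53 target Cdkn1a 61.0 ± 10.5 and 59.7 ± 14.2 CPM. The 30 p53 targets were split evenly (median 0.04, camera adjusted p = 0.89).

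The other lists gave no call. Median log2 fold changes were 0.27 for NF-kB and inflammation, -0.20 for genes around Usp15, 0.40 for T and NK cells, -0.08 for myeloid progenitors (mean 0.04), 0.76 for mature neutrophils, -0.01 for oxidative phosphorylation, -0.06 for cell cycle brakes, 0.05 for ribosomal proteins, -0.05 for interferon gamma, 0.03 for megakaryocytes, 0.02 for the proteasome, -0.02 for apoptosis, -0.07 for TGF-beta, 0.03 for stromal and endothelial cells, -0.06 for B cells, 0.02 for the unfolded protein response, -0.04 for ribosome biogenesis and 0.01 for sex-linked genes. Adjusted over the list alone, 10 interferon gamma genes passed, 6 stromal and endothelial genes, 3 each of apoptosis, TGF-beta and the unfolded protein response, 2 of ribosome biogenesis and 1, Gzmb, of T and NK cells, and none of the remaining lists named here. Median and mean differed in sign for myeloid progenitors, interferon gamma (mean 0.07), apoptosis (mean 0.02), TGF-beta (mean 0.06), ribosome biogenesis (mean 0.0041) and the deubiquitinases above (mean 0.02). For sex-linked genes median and mean (0.31) were above 0 while the direction of camera was down. The camera adjusted p of the lists without a call named here lay between 0.083 for NF-kB and 0.97 for ribosome biogenesis.

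Several classes of non-coding transcript were higher in KO. All 60 tested snoRNAs (median log2 fold change 1.20), all 6 snRNAs (1.99), 19 of 20 sense intronic (1.18), 303 of 384 lincRNA (0.48) and 201 of 264 antisense genes (0.44) were higher, against 6511 of 13320 protein-coding genes (-0.01). Immunoglobulin segments varied between single libraries. Of 69 genes of variable segments 19 were higher in KO (median -0.78), with library medians of -0.74, 1.86 and -0.19 in WT and -0.48 and -0.99 in KO, so that WT replicate 2 stood apart. Of 11 constant segments 4 were higher (-0.25), and WT replicate 3 stood apart, at 1.04 against -0.50 and -0.66 in the other WT and 0.35 and -0.27 in the KO libraries. No gene of these classes passed the edgeR threshold over all genes. WT replicate 3 lay between the other WT and the KO libraries in each of the classes that were higher. Strand use in counting is not given in the sources used here, so reads of a gene and of its antisense or intronic partner cannot be told apart.

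**Figure D3:**
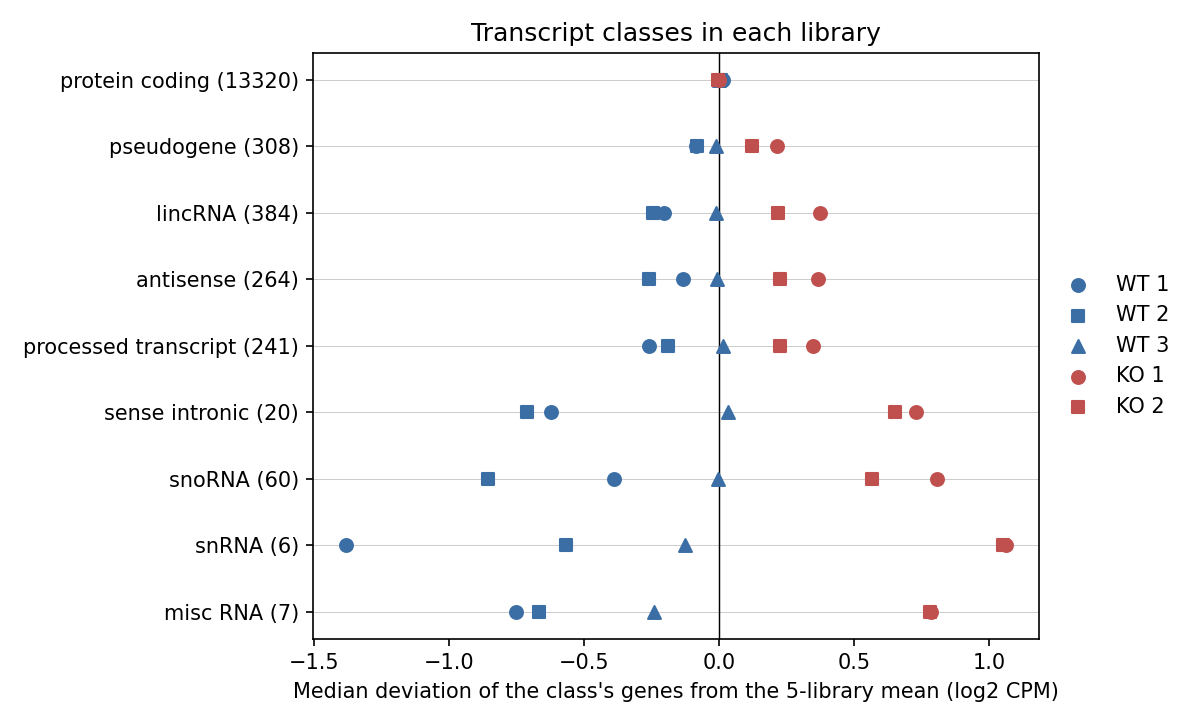
Median deviation of the tested genes of each transcript class from the 5-library mean (log2 CPM, horizontal axis) for each WT (blue) and KO (red) library, with the number of genes in brackets. For snoRNA the medians were -0.39, -0.86 and 0.00 in WT and 0.81 and 0.57 in KO libraries, and for protein-coding genes all 5 lay near 0.

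The whole profiles of the libraries were close. Pearson correlations of log2 CPM, across genes that are not independent replicates, ran from 0.969 to 0.986. The mean was 0.980 within and 0.974 between genotypes. Single pairs did not follow genotype throughout: WT replicate 3 and KO replicate 2 had r = 0.982. That was above the KO pair (0.980) and WT replicate 1 with either other WT library (0.977 each), and below WT replicates 2 and 3 (0.986). None of the other 9 splits of the 5 libraries reached the difference of the means (exact permutation, one-sided p = 0.1, the smallest this design allows). The highest other split came close to this difference, at 0.00468 against 0.00556. Over the 1000 genes of highest mean another split reached it (exact permutation, p = 0.2), and without WT replicate 2 the difference was 0.00290 in place of 0.00556. The first principal component, with 39.8% of the variance, separated the genotypes, and the second, with 31.4%, set WT replicate 1 and KO replicate 1 apart from the rest. These were the libraries with high Xist, at 982 and 2213 CPM, and almost no Ddx3y, while the others had Ddx3y at 97.1, 100 and 130 CPM, so that each genotype held libraries of both sexes.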

Values the study reported

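The study sequenced LSK cells of 3 WT and 2 Usp15 KO littermates. It described the KO allele as lacking 91 kb between the guide cuts. Phenotypic hematopoietic stem cells in KO mice were reported at 60% of the WT level. By DNA content in fresh bone marrow, the study found no significant genotype difference in the S/G2 share of stem or progenitor subsets.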

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

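The Xist covariate, protein-coding genes alone and thinning were chosen after the data were seen. Usp15 was past the threshold under every alternative. The count of 1 gene was kept with DESeq2 size factors, library totals alone, the filter of 1 CPM, protein-coding genes alone and an added minimum absolute log2 fold change of 1. It was 1425 with no filter, 2124 with DESeq2, 3 with limma-voom, 2 with robust edgeR, 12 with the Xist covariate, 2 after thinning and 1466 at an adjusted p of 0.1. Leaving out 1 library gave 2 to 1086 genes: 5 without WT replicate 1, 3 without WT replicate 2, 1086 without WT replicate 3, 2 without KO replicate 1 and 3 without KO replicate 2. A lone KO library is then assumed to vary like the WT libraries, and the cause was not tested. With the replicate block, which rests on 2 pairs and 1 residual degree of freedom, 3109 genes passed. Same-numbered libraries had r = 0.28 and 0.16 (0.21 and 0.11 without X and Y genes), but WT replicate 3 and KO replicate 2 had 0.18 (0.14), above the pair numbered 2, and with 2 KO libraries their values mirror each other. The labels state no pairing. Against 11 lists, 0 were called with an estimated correlation, 0 with fry and 9 to 15 with a library left out. Of the 11, 7 were among those called without WT replicate 1, 10 without WT replicate 2 or 3, 11 without KO replicate 1 and 9 without KO replicate 2. No named gene or called list reversed its direction while called. The Usp15 level in KO libraries rests on 3 counts, which limits its precision.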

Other observations

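The tests of GC content, of the WT axis, of neutrophils, with the Xist covariate and of the region around Usp15 were chosen after the results had been seen. Several lists without a call as a group held single genes past the threshold adjusted over the list alone. Such genes are common here: 18 of the 36 lists held at least 1, and 27.6% of all genes tested had an unadjusted p under 0.05. The adjustment does not cover the 36 lists together, so these genes do not mark their lists. Of 26 interferon gamma genes 10 passed when adjusted over the list alone. Among the 4 of smallest p, Gbp3, an interferon-induced GTPase, had 51.4 ± 3.96 CPM in WT and 34.6 ± 2.08 CPM in KO libraries (SD, n = 3 and 2), while Nlrc5 and Ciita, which switch on antigen presentation genes, had 156 ± 15.3 and 6.32 ± 0.776 CPM against 220 ± 0.513 and 11.3 ± 0.710 CPM. Of 28 unfolded protein and integrated stress genes 3 passed adjusted over the list alone, all higher in KO, with Hspa5, the main chaperone of the endoplasmic reticulum, at 675 ± 54.7 and 1093 ± 259 CPM. Of 24 apoptosis genes 3 passed likewise, all lower, with Bak1 at 101 ± 8.72 and 72.0 ± 3.98 CPM and Fadd at 26.2 ± 3.18 and 17.1 ± 0.811 CPM. Of 28 TGF-beta genes 3 passed likewise, with Tgfb1 at 327 ± 21.3 and 231 ± 10.1 CPM, Ltbp3 at 164 ± 12.6 and 249 ± 32.3 CPM and Skil at 38.5 ± 14.6 and 84.7 ± 2.92 CPM. None of these genes passed over all genes tested.

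Of 14 stromal and endothelial genes 6 passed adjusted over the list alone, in both directions. Igfbp4, a binding protein of insulin-like growth factors, had 539 ± 29.2 CPM in WT and 393 ± 48.3 CPM in KO libraries. Among the rarer ones, Col1a1, the main collagen of bone, had 0.656 ± 0.391 CPM in WT and 17.7 ± 22.7 CPM in KO libraries, where KO replicate 1 had 1.65 CPM and KO replicate 2 33.7 CPM, and Cxcl12, a niche chemokine, 0.914 ± 0.392 and 3.42 ± 0.285 CPM. Immunoglobulin variable segments, over 187 genes, summed to 538, 2642 and 821 CPM in WT and 751 and 677 CPM in KO libraries.

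Over 749 snRNA, snoRNA, intronic, antisense, lincRNA and mitochondrial genes the median log2 fold change was 0.55, and 604 were higher in KO. Processed transcripts and pseudogenes, with medians of 0.44 and 0.25, were left out. The pooled classes were ones that were higher in KO, so the pooled median describes the pattern and is no test of it. Over the 525 genes tested both ways the median was 0.53 before and 0.49 after thinning all libraries to the smallest total. Thinning leaves the expected fold change as it is, so this test cannot decide on depth. The deepest and the shallowest library were both KO, and in each of these classes both lay above all WT libraries. For snoRNA the medians were 0.81 and 0.57 in KO against -0.39, -0.86 and -0.0034 in WT. These values argue against a steady trend with depth in these classes. A smooth trend on GC content and length moved the median from 0.51 to 0.38, so that it may account for part. A candidate explanation is an axis of RNA composition that runs through WT libraries too, but its test split, with r = -0.0294 and 0.361 over protein-coding genes in the 2 arrangements of WT libraries, and stays open beside the genotype.

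Mature neutrophil genes differed many-fold between mice, with S100a9, a calcium-binding protein of granulocytes, at 3.73, 35.5 and 54.1 CPM in WT and 17.96 and 158 CPM in KO libraries. The 10 abundant genes ranked the 5 libraries alike (median pairwise Spearman rho 0.9 across libraries), as mature granulocytes that passed the lineage-negative gate might give. For each of these genes the lowest libraries were WT replicate 1 and KO replicate 1, the Xist-high ones, so the levels also followed Xist status. Of the list, Ly6g is also a marker of the sort, which should remove such cells. Genotype alone is argued against, since both KO libraries lay above all WT libraries for 1 of the 14 genes, Il1r2, and on both sides of the WT median for 12. Among the Xist-high and among the Xist-low libraries, however, the KO library lay above WT for each of the 14 genes. Each of these comparisons rests on 1 KO library. A genotype difference in addition stays open: with the Xist covariate S100a8, S100a9 and Camp were higher in KO (log2 fold changes 1.96, 1.98 and 2.04, adjusted p = 0.022, 0.022 and 0.046 by edgeR).

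Genes around Usp15 had a median log2 fold change of -0.20 and, by fry, an unadjusted p of 0.0029 (adjusted p = 0.11). Within 1 Mb only Mon2 and Ppm1h were tested, and their median lay at the 38.3 percentile of windows of 2 adjacent genes, and at 45.3 for WT replicate 1 against the other WT libraries. With 2 genes, a regional effect cannot be told apart from chance.

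The real split gave 4060 genes at an unadjusted p under 0.05, and it was the 1 of 10 splits with as many. At an adjusted p under 0.05 the real split gave 1 gene, and the split of WT replicate 1 and KO replicate 1, the Xist-high libraries, against the rest gave 6. The 10 splits are too few for a share under 0.05. The highest other count, 3201, came from setting WT replicates 1 and 2 against WT replicate 3 and both KO libraries. That split keeps the KO libraries together and moves 1 library, so it carries part of any genotype difference. The like splits gave 122 genes for WT replicates 1 and 3 and 1588 for WT replicates 2 and 3. These counts cannot show whether the samples hold a structure beyond genotype.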
